# Analysis of Post-Traumatic Brain Injury Gene Expression Signature Reveals Tubulins, *Nfe2l2, Nfkb, Cd44, and S100a4* as Treatment Targets

**DOI:** 10.1038/srep31570

**Published:** 2016-08-17

**Authors:** Anssi Lipponen, Jussi Paananen, Noora Puhakka, Asla Pitkänen

## Abstract

We aimed to define the chronically altered gene expression signature of traumatic brain injury (TBI-sig) to discover novel treatments to reverse pathologic gene expression or reinforce the expression of recovery-related genes. Genome-wide RNA-sequencing was performed at 3 months post-TBI induced by lateral fluid-percussion injury in rats. We found 4964 regulated genes in the perilesional cortex and 1966 in the thalamus (FDR < 0.05). TBI-sig was used for a LINCS analysis which identified 11 compounds that showed a strong connectivity with the TBI-sig in neuronal cell lines. Of these, celecoxib and sirolimus were recently reported to have a disease-modifying effect in *in vivo* animal models of epilepsy. Other compounds revealed by the analysis were BRD-K91844626, BRD-A11009626, NO-ASA, BRD-K55260239, SDZ-NKT-343, STK-661558, BRD-K75971499, ionomycin, and desmethylclomipramine. Network analysis of overlapping genes revealed the effects on tubulins (*Tubb2a, Tubb3, Tubb4b), Nfe2l2, S100a4, Cd44, and Nfkb2*, all of which are linked to TBI-relevant outcomes, including epileptogenesis and tissue repair. Desmethylclomipramine modulated most of the gene targets considered favorable for TBI outcome. Our data demonstrate long-lasting transcriptomics changes after TBI. LINCS analysis predicted that these changes could be modulated by various compounds, some of which are already in clinical use but never tested in TBI.

Traumatic brain injury (TBI) affects 2.5 million people in Europe and USA, and leads to chronic disabilities in over 40% of affected patients^1^,^2^,^3^. Despite a large number of preclinical and clinical studies, there are currently no pharmacotherapies that improve post-TBI outcome^4^,^5^,^6^, and treatment of TBI remains a major unmet clinical need. The current lack of pharmacotherapies relates to our limited understanding of the molecular changes occurring at the acute, subacute, and chronic phases that could serve as stage-dependent treatment targets for this heterogeneous condition^7^.

Genome-wide gene expression studies performed to date have largely focused on analysis of the perilesional cortex and ipsilateral hippocampus^8^,^9^,^10^, and only one study has reported findings from the thalamus^11^. Almost all studies have exclusively assessed the transcriptomics changes at the acute post-TBI phase, i.e., within 24–48 h post-injury^8^,^10^,^12^,^13^,^14^,^15^,^16^,^17^,^18^,^19^,^20^,^21^,^22^,^23^,^24^,^25^,^26^,^27^,^28^,^29^, and therefore provide limited information about the mechanisms that underlie functional recovery and epileptogenesis, which occur weeks to months post-TBI^30^. Some studies demonstrated changes in the genes involved in inflammation^8^,^10^,^16^ and apoptosis^9^, most likely injury-related molecular changes. *In silico* analyses of the transcriptomics data, a strategy used to evaluate and identify new drug candidates, e.g., for the treatment of cancer^31^,^32^, have not yet been performed to reveal novel treatment targets for TBI.

To gain a better understanding of the chronic post-TBI molecular changes that could serve as treatment targets to combat post-TBI impairment, we first analyzed the transcriptomics signature of the TBI (TBI-sig) in the perilesional cortex, as well as in the ipsilateral thalamus and hippocampus in a clinically relevant animal model of closed-head TBI at 3 months after trauma. The datasets were applied to identify novel drug candidates by performing a Library of Integrated Cellular Signatures (LINCS) analysis on the TBI-sig.

## Results

### GW transcriptomics profile of the perilesional cortex, thalamus, and hippocampus after TBI

Three months after TBI, differential expression of 4964 genes in the perilesional cortex (2583 upregulated and 2381 downregulated) and 1966 in the thalamus (1144 upregulated and 822 downregulated) was observed compared to sham-operated animals (Fig. 1A). 

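Lateral FPI delivers a short fluid pressure pulse to the intact dura of an anesthetized rat through a craniotomy, and sham-operated animals undergo the surgery without the pulse. mRNA from the perilesional cortex, thalamus and hippocampus of 5 rats with TBI and 5 sham-operated rats was sequenced at 3 months after the operation, so that each brain area gave 10 libraries from the same 10 rats. The paper gives an impact pressure of 3.30 atm, and the sample labels give 3.32 atm. According to the paper, the cortex and hippocampus were read with 36 cycles and the thalamus with 50 cycles on another Illumina instrument, whereas the labels give 36 cycles and a single instrument, the Genome Analyzer IIx, for every library. The area named the hippocampus in the Results was dissected as the dentate gyrus including CA3c-b, and the labels name the dorsal hippocampus. The authors aligned the reads to the RN5 genome with STAR and deposited the number of reads counted on each Ensembl gene, without normalization; the paper's text does not name the counting tool. Each brain area had its own table of 26404 genes.
In the cortex, the reads counted on genes ranged from 25336207 to 29022015 per library in the sham-operated animals (median 28220640) and from 26166931 to 29115203 in the rats with TBI (median 27964122). In the thalamus, the totals were 23572002 to 30343544 (median 25968452) in the sham-operated animals and 21992859 to 31799879 (median 23328135) after TBI. In the hippocampus, they were 23903839 to 29536124 (median 25628557) and 28193436 to 30446501 (median 28750938). Differential expression was tested here in each brain area alone with edgeR's quasi-likelihood test after TMM normalization, on the genes kept by its filter on low counts (a minimum count of 10), and p-values were adjusted by the Benjamini-Hochberg method. The paper used DESeq2, which was run here as an alternative, without this filter on low counts. The tables list genes by Ensembl identifier only, and the table of gene names used here paired none of the identifiers with a name, so genes are given by identifier.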

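In the perilesional cortex, 17185 genes were tested, of which 2437 were upregulated and 1999 downregulated at an adjusted p under 0.05 (edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 6514 genes, where 859 would be expected by chance. All 5 TBI libraries lay on one side of all 5 sham libraries for 3112 of the tested genes (18.1%), an arrangement that chance gives to 0.794% of genes. The median absolute log2 fold change of the 4436 differentially expressed genes was 0.51, and 680 of them changed more than 2-fold. The largest rise and fall were sought only among genes past the threshold whose TBI libraries all lay beyond all sham libraries, at a mean of at least 1 CPM. Among these, the identifier with the largest rise in the cortex was ENSRNOG00000045772. It went from 2.80 ± 1.63 CPM (SD, n = 5 rats) in the sham-operated animals to 81.5 ± 34.2 CPM (SD, n = 5) after TBI. Its log2 fold change was 4.84 (standard error 0.45, adjusted p = 0.000143 from edgeR's quasi-likelihood test) and stayed between 4.62 and 5.28 with each rat left out in turn. The counts of 1 other identifier stayed within 1.12-fold of its counts in every cortical library, so whether these identifiers share reads is uncertain, and 1 sham-operated rat lay apart from the others at 5.59 CPM. ENSRNOG00000008716 had the largest fall among these genes, from 153 ± 30.3 CPM (SD, n = 5) to 58.0 ± 13.6 CPM (SD, n = 5). Its log2 fold change was -1.41 (standard error 0.17, adjusted p = 0.000154 from the same edgeR test), with -1.50 and -1.28 as the extremes when single rats were left out.
In the thalamus, 626 genes were upregulated and 308 downregulated among the 16605 tested, and 3871 genes had an unadjusted p under 0.05 where 830 would be expected by chance. The smallest adjusted p of any thalamic gene was 0.0157 in edgeR's quasi-likelihood test, close to the threshold, and the edgeR dispersion between rats was wider than in the cortex, with a biological coefficient of variation of 0.218 against 0.158. TBI and sham libraries were fully apart for 897 of the tested genes (5.40%, against 0.794% by chance). Among the thalamic genes that met the same conditions as in the cortex, ENSRNOG00000016179 rose most and ENSRNOG00000001251 fell most. The first went from 0.289 ± 0.107 CPM (SD, n = 5) to 4.93 ± 3.63 CPM (SD, n = 5), a log2 fold change of 4.07 (standard error 0.67, adjusted p = 0.0166 from edgeR). The second went from 8.59 ± 4.66 CPM (SD, n = 5) to 3.43 ± 0.69 CPM (SD, n = 5), a log2 fold change of -1.32 (standard error 0.31, adjusted p = 0.0308 from edgeR). With each rat left out in turn, the adjusted p in edgeR reached 0.0607 for the first of these identifiers and 0.0938 for the second. Their log2 fold changes then lay between 3.74 and 4.37 and between -1.49 and -0.96. For the second, sham-operated rat 2 had 16.3 CPM, and the nearest sham value was 8.33 CPM. Its rank as the largest fall is uncertain, since the next identifier had -1.29 with all rats. The alternative that raised the thalamic counts most was one fit for all brain areas in edgeR, with 1661 genes higher and 1796 lower, and leaving out single rats moved them in both directions. No thalamic gene passed the threshold without rat 3, 5, 7 or 8, where 3137, 3281, 2971 and 3037 genes still had an unadjusted p under 0.05, and 2421 genes passed it without TBI rat 6. All 934 genes past the threshold with all rats kept their direction in all 10 fits that each left out one rat. Those fits share most of their rats with the fit that chose the genes, so this is no independent test of direction. DESeq2 called 1128 genes higher and 803 lower in the thalamus, and 2586 higher and 2347 lower in the cortex. From the genes past its threshold in each table, the paper counts the differentially expressed genes of Fig. 1A.

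**Figure D1:**
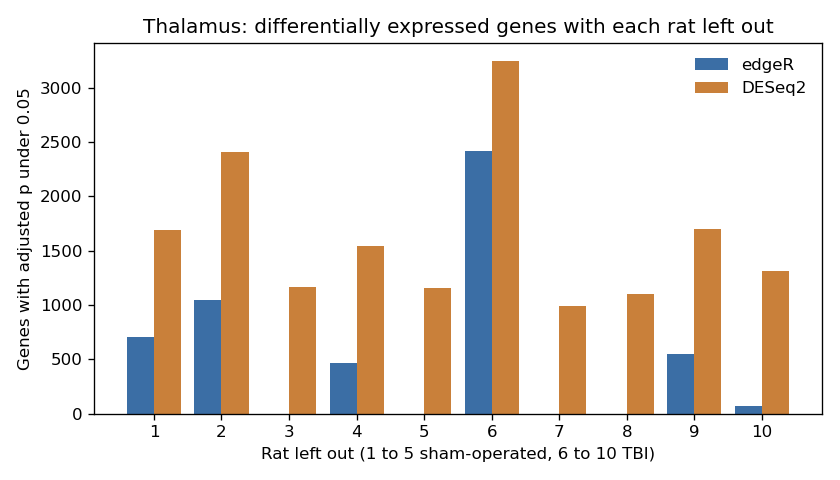
Number of thalamic genes with an adjusted p under 0.05 (vertical axis) when the rat on the horizontal axis was left out, for edgeR and DESeq2. The edgeR count was 0 without rat 3, 5, 7 or 8 and 2421 without rat 6, while the DESeq2 count lay between 992 and 3248.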

In the hippocampus, only one gene, *Npy2r*, was downregulated. 

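In the hippocampus, none of the 16963 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.48. At an unadjusted p under 0.05, 885 genes were higher and 547 lower after TBI, together 1432 genes where 848 would be expected by chance. Of 100 splits of the 10 rats into 5 and 5, the real one included, 12 gave as many genes. The excess was therefore not set apart from that of other splits. The spread between rats was no wider than in the cortex, with a biological coefficient of variation of 0.146 in edgeR. All 10 hippocampal libraries entered this test. The paper used 8 of them (3 control and 5 TBI) because 2 aligned poorly, and its text does not name those 2. The share of the counts taken by the 10 most counted genes was 16.4%, 15.1%, 16.1%, 44.1% and 40.9% in sham-operated rats 1 to 5, and 15.5%, 11.2%, 13.0%, 14.7% and 9.96% in TBI rats 6 to 10. With every pair of sham-operated rats left out in turn, edgeR called between 0 and 3 genes, and between 711 and 2394 genes had an unadjusted p under 0.05. Over all 10 libraries, DESeq2 called 8 genes higher and 8 lower. Without pairs of sham-operated rats it called between 0 and 443 genes. Without single rats it called between 0 and 425, with 425 without rat 3 and 165 without rat 8. These DESeq2 fits with rats left out were added after the data were seen. The levels of the libraries labelled rat 3 and rat 8 were exchanged, compared with the cortex and thalamus of these rats, at 8 of 8 genes that part the 2 rats into separate levels in both of those areas, of which 1 does not follow the injury in the cortex. The hippocampal values here keep the labels. Npy2r was not analysed here, since the identifiers were not paired with names.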

In the perilesional cortex and thalamus, we found 480 commonly upregulated (Fig. 1B) and 841 commonly downregulated genes (Fig. 1C). 

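Of the 16208 genes tested in both the perilesional cortex and the thalamus, 505 were upregulated in both and 195 downregulated in both at an adjusted p under 0.05 (edgeR's quasi-likelihood test in each brain area). A further 13 genes passed the threshold in both areas in opposite directions. Genes shared with the cortex in the same direction made up 74.9% of the thalamic differentially expressed genes. These counts followed the thalamic test, because no gene was shared without rat 3, 5, 7 or 8, and 870 upregulated and 528 downregulated genes were shared without TBI rat 6. The paper's text gives 841 genes downregulated in both areas, which is more than its 822 downregulated thalamic genes. Its Figure 1 legend gives 841 as the upregulated count.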

The hippocampus shared no common alterations with the other brain areas.

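With no hippocampal gene past the threshold, the overlap with the other brain areas was 0 at an adjusted p under 0.05. The cortical genes were therefore also read as lists, by averaging the log2 CPM of each list in a library and subtracting the mean of the sham libraries. The 2369 hippocampus-tested genes that were upregulated in the cortex lay 0.23 higher on the log2 scale in the hippocampus after TBI (0.23 ± 0.13, SD, n = 5) than in the sham-operated animals (SD 0.13, n = 5; two-sided exact permutation test, p = 0.0317, adjusted p = 0.0423 over 4 tests). Of the 5 TBI libraries, 3 lay above all sham libraries. The 1968 genes downregulated in the cortex were lower by a difference of -0.07 on the log2 scale (SD 0.04 after TBI and 0.05 in sham, n = 5 each; exact permutation test, p = 0.0476, adjusted p = 0.0476). With pairs of sham-operated rats left out, the difference of the first list stayed between 0.17 and 0.30, with exact permutation p between 0.0357 and 0.143, and that of the second between -0.10 and -0.04, with exact permutation p between 0.0357 and 0.196. The lists come from the cortex of the same rats, so lists of the same size were also made in the cortex for 100 splits of the 10 rats into 5 and 5 and scored in the same way, the side with more TBI rats taken as the TBI side. The upregulated list shifted as far in 3 of the 100 splits, the real one included, and the downregulated list in 32, with medians of 0.05 and -0.05 over the other splits, so the shift of the downregulated list was not apart from that of other splits. These values use the labels of the hippocampal libraries of rats 3 and 8, which carried exchanged levels at genes with separate levels, most of which follow the injury.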

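Libraries of each brain area were clustered on log2 CPM of the 4657 genes with an adjusted p under 0.05 in at least 1 brain area, of which 4656 entered the thalamic tree, and the first division of the tree was set against the treatment of the rats. In the perilesional cortex, 1 branch held all 5 sham libraries and the other all 5 TBI libraries (exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). In the thalamus, TBI rats 7, 8, 9 and 10 formed 1 branch, and TBI rat 6 fell among the 5 sham-operated animals, so that 9 of 10 libraries were on the side of their treatment (exact permutation test, p = 0.0476, the smallest p that branches of these sizes allow). In the hippocampus, 1 branch held sham-operated rats 1, 2, 4 and 5 with TBI rat 8. The other branch held the remaining TBI rats with sham-operated rat 3, which placed 8 of 10 libraries (exact permutation test, p = 0.206). The misplaced libraries, of rats 3 and 8, are those with exchanged levels at genes that mostly follow the injury. The hippocampal test keeps their labels. The genes were chosen partly by their difference between treatments in the cortex and thalamus, so the test in those areas is not independent of that choice. With the 1000 most variable genes, which were chosen without regard to treatment, the cortical and thalamic divisions were the same, and in the hippocampus sham-operated rats 4 and 5 alone formed a branch (exact permutation test, p = 0.444, the smallest p that such branches allow).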

Unsupervised hierarchal clustering of the gene expression profile in the perilesional cortex and thalamus, but not in the hippocampus, differentiated the injured rats from the control animals. 

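When all 30 libraries were clustered together on the same 4657 genes, the first 3 branches held the 10 cortical, the 10 thalamic and the 10 hippocampal libraries, without exception (permutation test with 100000 resamples, p = 1e-05, the smallest p these can give). The branches were also complete with the 1000 most variable genes, with average linkage and with 1 minus the Spearman correlation as the distance. According to the paper, the thalamic libraries were sequenced on another instrument and with longer reads than the libraries of the other areas, whereas the labels name the same instrument and read length for all areas. If the paper's account holds, the brain area and the sequencing cannot be told apart for the thalamus.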

Clustering also differentiated the gene expression profile of the three brain areas from each other in both controls and rats with TBI (Fig. 1D). Moreover, Spearman correlation of the fold-change in the expression of all genes between the brain areas revealed a similar direction in the gene expression between the cortex and thalamus (r_s_ = 0.4556922, p < 2.2e–16), the cortex and hippocampus (r_s_ = 0.254917, p < 2.2e–16), and the thalamus and hippocampus (r_s_ = 0.216593, p < 2.2e–16).

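Across the genes tested in both areas of each pair, the Spearman correlation of the edgeR log2 fold changes was 0.616 (jackknife standard error over rats 0.0562) between the cortex and thalamus, 0.443 (standard error 0.0905) between the cortex and hippocampus, and 0.335 (standard error 0.140) between the thalamus and hippocampus. These correlations are across genes, which are not independent replicates, and all brain areas come from the same rats. Their size was therefore compared with that from 100 splits of the 10 rats into 5 and 5. The real split gave the largest correlation of the cortex and thalamus among the 100, where the other splits had a median of 0.193 and reached 0.593. For the cortex and hippocampus, and likewise for the thalamus and hippocampus, 5 of the 100 splits, the real one included, gave a correlation as large, with medians of 0.213 and 0.0567 over the other splits. Without a filter on low counts, the correlations were 0.401, 0.206 and 0.192. The hippocampal fold changes keep the labels of rats 3 and 8, whose hippocampal libraries carried exchanged levels at genes with separate levels, most of which follow the injury.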

Gene ontology analysis indicated 57 enriched gene sets in the perilesional cortex (Fig. 2A; Supplementary Table S1), 37 in the thalamus (Fig. 2B; Supplementary Table S2), and 1 in the hippocampus. In the perilesional cortex and thalamus, ion-channel and mitochondrial gene sets were significantly downregulated, and immunity and inflammatory gene sets were upregulated. In the hippocampus, only a ligand-gated channel activity gene set was downregulated (note that the GSEA analysis was done with normal p-values to rank all genes involved, also those which were not significantly regulated after TBI).

### Generation of gene lists for network analysis

Parallel and statistically significant gene expression alterations of the perilesional cortex and thalamus were used to construct the TBI-sig. The hippocampal data were not included due to the scarcity of expression changes. Consequently, a total of 874 upregulated and 464 downregulated genes were included in the TBI-sig.

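Of the thalamic differentially expressed genes that were also tested in the cortex, 879 of 926 (94.9%) had a log2 fold change of the same sign in the cortex (edgeR). With DESeq2, the tool of the paper, 829 genes were upregulated and 465 downregulated in both the perilesional cortex and the thalamus at an adjusted p under 0.05. With one fit for all brain areas in edgeR, in which the areas share their estimate of the spread, these counts were 893 and 776.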

The COMPOUND-sig of nine novel top hits and two previously tested compounds in NEU cell lines were downloaded with LINCS API (http://api.lincscloud.org/). Table 1 summarizes the analysis of the overlap between the TBI-sig and COMPOUND-sig. The number of genes with significant expression changes varied from 10 to 28. All 11 overlapping gene lists were included in the IPA gene network analysis (see below).

### IPA gene network analysis of overlapping gene lists

#### Compounds that have demonstrated disease-modifying effects on epileptogenesis

Comparison of TBI-sig and COMPOUND-sig with LINCS analysis revealed two compounds, sirolimus and celecoxib, which were previously investigated in *in vivo* epileptogenesis models (see Pitkänen *et al*.^30^). The sirolimus gene networks in the IPA was generated from 20 genes (Table 1), and resulted in the generation of two networks (Supplementary Fig. S9). Many of the genes in the sirolimus network connected to the ***Ywhaz*** gene, which is upregulated by sirolimus (downregulated in the perilesional cortex and thalamus by TBI, as expected based on the negative LINCS connectivity score, Table 1). IPA gene network analysis also suggested a strong link to the ***Esr1***and ***Ubc*** genes in the sirolimus network, even though their transcription is not regulated by sirolimus or by TBI.

The celecoxib network was generated from 23 genes (Table 1), from which IPA generated 3 gene networks (Supplementary Fig. S10). Celecoxib network 1 highlighted *Nfe2l2* and *S100a4*. Celecoxib network 2 indicated a direct connection between *Tubb2a* and *Tubb3*. Both were downregulated by celecoxib in the NEU cell line, indicating a parallel effect of TBI as predicted by the positive LINCS connectivity score. Celecoxib network 3 highlighted the chromosome 16 open reading frame 45 protein-coding gene (C16of45).

#### Novel compounds revealed by LINCS analysis

Overlapping gene lists between the nine “novel compounds” and the TBI-sig are shown in Table 1. IPA gene network analysis of gene lists related to the six “novel compounds” with a positive connectivity score in the NEU cell line (BRD-K91844626, BRD-A11009626, NO-ASA, BRD-K75971499, ionomycin, and desmethylclomipramine) indicated tubulins in five of six networks. Interestingly, *Tubb2a* and *Tubb3* were present in five networks [BRD-K91844626, BRD-A11009626, NO-ASA, ionomycin (Supplementary Fig. S1–S4), and desmethylclomipramine (Fig. 3)]. Moreover, *Tubb2a* and *Tubb3* were directly connected with each other, and both were downregulated by the five compounds. The desmethylclomipramine and NO-ASA overlapping networks contained an even larger number of tubulin-related nodes [*Tubb2a*, *Tubb3*, *Tubb4b*, tubulin (complex), β-tubulin and tubulin (family)], and all these nodes were downregulated in the NEU cell line by desmethylclomipramine and NO-ASA. Desmethylclomipramine also upregulated *Nfkb2*, *Nfe2l2*, and *S100a4.* BRD-K75971499 was the only positively connected “novel compound” without any tubulin nodes in the overlapping network (Supplementary Fig. S5). BRD-K75971499 downregulated *Vim* and upregulated *Bag3*, both of which also had a large number of connections to other genes in the overlapping network.

IPA gene network analysis of gene lists related to the nine “novel compounds” revealed that three of these compounds had a negative connectivity score in the NEU cell line (BRD-K55260239, SDZ-NKT-343, and STK-661558). All of these compounds downregulated *Cd44*, which was upregulated by TBI. The compounds exhibited no common patterns regarding gene expression upregulation (Supplementary Fig. S6-S8).

## Discussion

The present study was designed to test the hypothesis that a bioinformatics comparison of the post-TBI transcriptomic signature to a signature induced by a given drug could be used to identify novel pharmacotherapies to modify post-TBI morbidities, including epileptogenesis.

We induced TBI with lateral fluid percussion injury (FPI) in rats and performed GW mRNA-sequencing from the perilesional cortex, thalamus, and hippocampus at 3 months post-TBI. We performed the analysis at a chronic time-point to eliminate transcriptomics changes related to the acute post-injury phase and to reveal expression changes relevant to mechanisms related to chronic evolution of post-TBI morbidities, including epileptogenesis. We found major similarities in the gene expression patterns in the perilesional cortex and thalamus after TBI, but not in the hippocampus. In particular, we found negative enrichment of ion-channel and mitochondrial membrane gene sets, and positive enrichment of inflammation-related gene sets in the perilesional cortex and ipsilateral thalamus. 

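Whether the response to TBI differed between brain areas was tested with the interaction of area and treatment (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Between the perilesional cortex and thalamus, 78 of 17745 genes had an adjusted p under 0.05, with 57 of them changing more in the cortex and 56 of them with opposite signs in the 2 areas. Between the cortex and hippocampus, 537 of 17688 genes passed the threshold. Of the 532 tested in both areas alone, 525 changed more in the cortex, and 316 had the same sign in both. Between the thalamus and hippocampus, no gene passed it, although 2356 genes had an unadjusted p under 0.05 where 881 would be expected by chance. With the rat as a block, the counts were 49, 1048 and 0. The block kept 43 of the 78 genes and 514 of the 537. Leaving out TBI rat 6 gave 849 genes between the thalamus and hippocampus. In the thalamus, the genes upregulated in the cortex lay 0.48 higher on the log2 scale after TBI (SD 0.21 after TBI and 0.13 in sham, n = 5 each; two-sided exact permutation test, p = 0.0159), and the genes downregulated in the cortex differed by -0.29 (SD 0.17 after TBI and 0.05 in sham, n = 5 each; exact permutation test, p = 0.0159), both with an adjusted p of 0.0318 over 4 tests. With lists remade in the cortex for 100 splits of the rats, the upregulated list shifted as far in the thalamus in 1 split, the real one, and the downregulated list in 2, the real one included. Whether the lists shifted more in the thalamus than in the hippocampus was not tested. Hippocampal values keep the labels of rats 3 and 8, whose levels were exchanged at genes that mostly follow the injury.

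**Figure D2:**
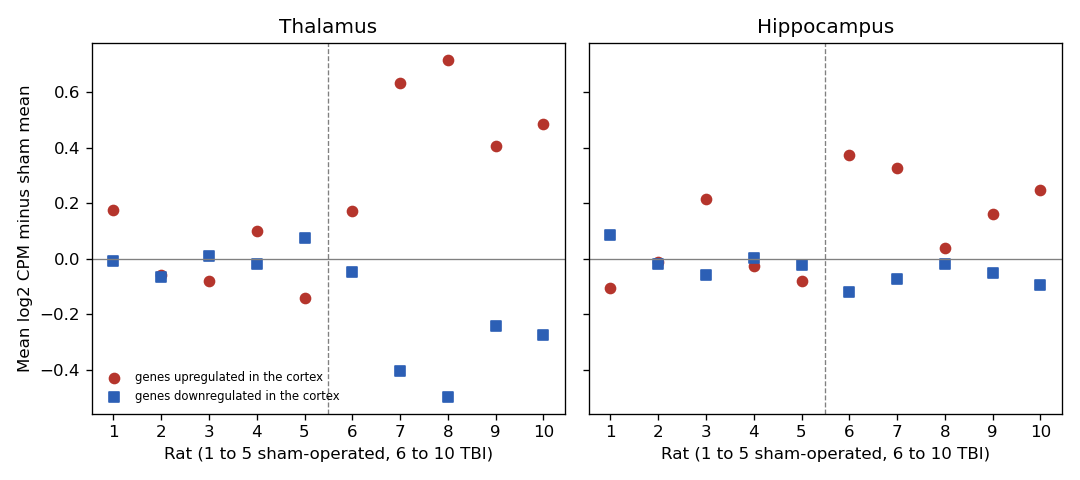
Mean log2 CPM, minus the mean of the sham libraries, of the genes upregulated (circles) and downregulated (squares) in the cortex, for each rat in the thalamus and hippocampus. In the thalamus, TBI rat 6 lies at 0.17 on the upregulated list, and TBI rats 7 to 10 lie at 0.41 or above.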

Similar gene ontology enrichments, particularly those related to inflammation, have been reported at acute time-points after lateral FPI as well as in other experimental models of TBI^8^,^10^,^16^,^33^,^34^; thus, our data indicate that these functional gene sets remain activated over a wide post-TBI time window. Our data also revealed a strong downregulation of ion channel-related gene sets. Only two previous transcriptomics studies have reported regulation of ion channels at an acute time-point (<24 h) after experimental TBI^16^,^34^, showing changes in potassium and sodium channels. Our data show a strong downregulation in a large number of ion-channel gene sets, providing a molecular basis for the long-lasting changes in excitability observed after TBI. Taken together, perilesional cortex and thalamus, which are anatomically heavily interconnected, maintain similar transcriptomics changes in inflammatory and ion channel pathways. Changes in the expression levels are chronic, lasting up to 3 months, which suggests a wide therapeutic time window for treatments targeting these gene networks.

Next we performed a LINCS analysis to determine compounds that modulate the TBI-sig. Comparison of the TBI-sig with the COMPOUND-sig of compounds listed in the LINCS database pinpointed novel TBI-sig modifying compounds, but also celecoxib and sirolimus, two treatments previously shown to have disease-modifying effects in proof-of-concept studies using *in vivo* models^35^, including post-TBI epileptogenesis^36^. In particular, we found celecoxib to “strengthen” the expression of 23 genes regulated by TBI, whereas sirolimus had an opposing (“normalizing”) effect on the expression of 20 genes regulated by TBI.

Celecoxib upregulated transcription factor *Nfe2l2* (or *Nrf2*), which is translocated to the nucleus after brain injuries^37^,^38^ to promote the expression of numerous antioxidant, anti-inflammatory, and neuroprotective proteins^37^,^39^,^40^. Moreover, a recent study reported that mice injected with AAV Nrf2 displayed significantly fewer generalized seizures, with a profound reduction in microglia activation^41^. Celecoxib also upregulated *S100a4*, which is normally expressed in the brain at low levels^42^. *S100a4* induces neuroprotection in models of brain injury^43^. Moreover, our analysis revealed that celecoxib downregulated *Tubb3* and *Tubb2a*. This is of interest as inactivating mutations in genes encoding tubulins were recently reported to associate with epilepsy, and abnormal neuronal migration and organization^44^,^45^. While the effects of celecoxib on *Nfe2l2* and *S100a4* support the endogenous chronic repair mechanisms of the brain, it remains to be explored whether or not the net effect of tubulin downregulation on post-TBI recovery is favorable.

The LINCS analysis also highlighted an mTOR inhibitor, sirolimus (rapamycin), as a drug with a high negative connectivity score. Sirolimus is the most investigated compound in different genetic and acquired models of epileptogenesis, showing favorable antiepileptogenic and co-morbidity modifying effects (for review, see Pitkänen *et al*.^30^). Its gene expression profile, however, opposed the changes induced by TBI. Also, the gene networks regulated by sirolimus showed little overlap with those regulated by celecoxib, supporting the concept that post-injury outcome can be modified by affecting complementary non-overlapping molecular networks.

Next we investigated whether the compounds affecting the TBI-sig had any common gene targets, and whether the targets are the same as those modulated by known antiepileptogenic compounds. From the 1064 novel drug candidates found by the LINCS analysis, desmethylchlomipramine and NO-ASA showed the most remarkable modulatory effects on the post-TBI transcriptomic changes. Similar to celecoxib, desmethylclomipramine upregulated *Nfe2l2*, *Nfkb2*, and *S100a4*, and downregulated *tubulins*. NO-ASA (3-nitrooxyphenyl acetylsalicylate, NCX-4016), an anti-inflammatory and antithrombotic compound^46^, modulated the expression of 28 genes in the TBI-sig, including downregulation of tubulin expression. Ionomycin, an ionophore known to increase intracellular Ca^2+^ 47, modulated both *Nfe2l2* and tubulins, whereas BRD-K91844626 and BRD-A11009626 modulated only tubulins. The four remaining compounds with unknown mechanisms of action, BRD-K55260239, SDZ-NKT343, STK-661558, and BRD-K75971499 all downregulated *Cd44*, which encodes a cell-surface glycoprotein involved in cell adhesion and migration^48^, and remains upregulated for up to 2 months in a mouse model of stab brain injury^49^. These compounds exhibited no overlap with the gene networks modulated by celecoxib, sirolimus, desmethylchlomipramine, or ionomycin.

Taken together, our *in silico* data highlighted tubulins, *Nfe2l2*, *Nfkb2*, and *S100a4* as target genes modulated by compounds with a high LINCS connectivity score relative to the TBI-sig. Moreover, our data suggested that desmethylclomipramine, an active metabolite of the commonly used antidepressant clomipramine, is a promising candidate to be explored as a recovery-enhancing treatment after brain injury.

## Materials and Methods

### Animals

TBI was induced in five adult male Sprague-Dawley rats (330–370 g at the time of TBI or sham operation) with lateral FPI having an impact pressure 3.30 ± 0.01 atm (duration of post-impact apnea 15–25 sec) as previously described^50^,^51^. Five sham-operated rats served as controls. At 3 months after TBI, rats were deeply anesthetized with isoflurane and decapitated. The brain was removed from the skull, flushed with 0.9% cold (4 °C) sodium chloride, and two 2-mm-thick coronal slices (between −2.2 to −6.2 from the bregma) were cut with a slicing matrix (#15007, Rodent Brain Matrix, Ted Pella, Inc, Redding, CA, USA). The perilesional cortex, thalamus, and dentate gyrus (including CA3c-b) were then dissected under a magnifying glass on top of the light table, moved to a microcentrifuge tube, snap frozen in liquid nitrogen, and stored at −70 °C until RNA extraction. The remaining tissue pieces were immersion-fixed in 10% formalin and thionin-stained to verify the occurrence of lesion (data not shown).

All animal procedures were approved by The Animal Ethics Committee of Provincial Government of Southern Finland and performed in accordance with the guidelines of the European Community Council Directives 2010/63/EU.

### Preparation of the sequencing library and RNA-sequencing

RNA was extracted from the perilesional cortex, thalamus, and hippocampus DNaesy Blood & Tissue kit (#69504, Qiagen, Hilden, Germany) followed by DNase digestion. mRNA from 2 μg of total RNA was enriched using Dynabeads Oligo (dT)_25_ beads (#61002, Invitrogen, Carlsbad, CA, USA). The sequencing library was prepared with the NEBNext mRNA Library Prep Reagent Set (#E6100S, New England Biolabs, Ipswich, MA, USA). Quality control of the total RNA and sequencing libraries was performed using a MultiNA electrophoresis device (Shimazu, Kyoto, Japan). Then, sequencing of the mRNA library (RNA-Seq) for the perilesional cortex and hippocampus was carried out with an Illumina Genome Analyzer IIx (San Diego, CA, USA) with 36 cycles, and for the thalamus using Illumina HiSeq 2000 (San Diego, CA, USA) with 50 cycles. Base-calling was performed using an Illumina Off-Line Basecaller v1.8. RNA-Seq raw data were saved to the NCBI Gene Expression Omnibus (GEO; series accession number GSE80174).

### Bioinformatics

Quality control of the sequencing raw reads was performed using FastQC^52^. Sequencing reads were aligned to the Ensemble RN5 genome with Spliced Transcripts Alignment to Reference (STAR) software (version 2.3.0e_r291)^53^. Two hippocampal samples were discarded from further analysis due to low alignment percentage (32.9% and 35.5%). From the remaining 28 samples, 64.3 ± 7.9% of the perilesional cortical (5 control, 5 TBI), 66.9 ± 3.7% hippocampal (3 control, 5 TBI), and 80.5 ± 4.6% of thalamic (5 control, 5 TBI) raw reads were aligned to the RN5 reference genome. Differentially expressed genes were identified with DEseq2 R package (R version 3.1.0)^54^. The adjusted p-value was calculated with a Benjamini–Hochberg false discovery rate (FDR). FDR < 0.05 was considered a statistically significant difference in the gene expression. Hierarchal clustering was performed by heatmap.2 function in gplots R package to genes that had FDR < 0.05 in at least one brain area. Direction of the fold-change between the brain areas was compared with Spearman’s correlation by corr.test R function.

Enrichment of gene ontology terms was analyzed with Gene Set Enrichment Analysis (GSEA)^55^ with C5-catogory gene sets in Molecular Signatures Database (MSigDB). Ranked-gene lists for GSEA of the perilesional cortex, hippocampus, and thalamus were prepared by ranking the genes in order by p-value and then multiplying with the sign of the fold-change. Upregulated genes were assigned with positive and downregulated genes with a negative rank. The GSEA gene set was considered significantly enriched when the q-value was <0.01. GSEA results were visualized with a enrichment map v.1.3 plugin with P-value Cutoff 0.005; q-value Cutoff 0.01 and Similarity Cutoff 0.5 in Cytoscape 2.8.3^56^.

### Evaluation of drug candidates

We first generated the “TBI gene expression signature” (TBI-sig) from our TBI dataset, which included genes with significantly altered expression in both the cortex and thalamus, and submitted it to the LINCS web query. This TBI-sig was compared to the expression signature of each test compound (COMPOUND-sig) separately in three cell lines: in terminally differentiated neurons (NEU), terminally differentiated neurons treated with KCl (NEU.KCL), and iPS-derived neural progenitor cells (NPC), which were available in the LINCS database. To filter reproducible gene expression signatures from all query results and fetch differentially expressing genes by compounds, we used the Lincscloud Application Programming Interface (API) through a custom R-script. This resulted in a total of 3358 hits with a connectivity score between 1.0 to −1.0. The positive connectivity score in the LINCS analysis indicated that the direction (either upregulated or downregulated) of the TBI-sig was similar to that of the COMPOUND-sig; a negative connectivity score indicated a reverse direction, and a score of 0 indicated no association between the expression signatures. Drug candidates with a connectivity score from 0.1 to −0.1 were filtered out from the final list as their connectivity to the TBI-sig was considered weak. This resulted in data from 1064 compounds, of which sirolimus and celecoxib demonstrate favorable disease-modifying effects on epileptogenesis in *in vivo* animal models. Carbamazapine, with no documented effect on epileptogenesis, was also on the list^35^. We also found tacrolimus and zonisamide, included in *in vivo* epileptogenesis studies, on the original list of 3358 compounds, but their connectivity scores did not survive the filtering criterion.

Next, we prepared a list of 18 “novel top hits”, which included 3 compounds with the highest positive and 3 compounds with the highest negative connectivity scores from each of the 3 cell lines (Supplementary Table S3). Another list included the three compounds that have already been assessed in *in vivo* epileptogenesis models, i.e., sirolimus (positive effect), celecoxib (positive effect), and carbamazepine (no effect). Next, we generated the list of overlapping genes between the TBI-sig and the COMPOUND-sig induced in NEU cell lines only by the a) novel top hits (n = 9) and b) previously tested compounds (n = 2) (Table 1). As summarized in Table 1, the overlapping gene lists were available from 9 of 18 “novel compounds” and from 2 already known disease-modifying compounds, which were then used to generate gene networks with IPA.

## Additional Information

**How to cite this article**: Lipponen, A. *et al*. Analysis of Post-Traumatic Brain Injury Gene Expression Signature Reveals Tubulins, *Nfe2l2, Nfkb, Cd44, and S100a4* as Treatment Targets. *Sci. Rep.* **6**, 31570; doi: 10.1038/srep31570 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
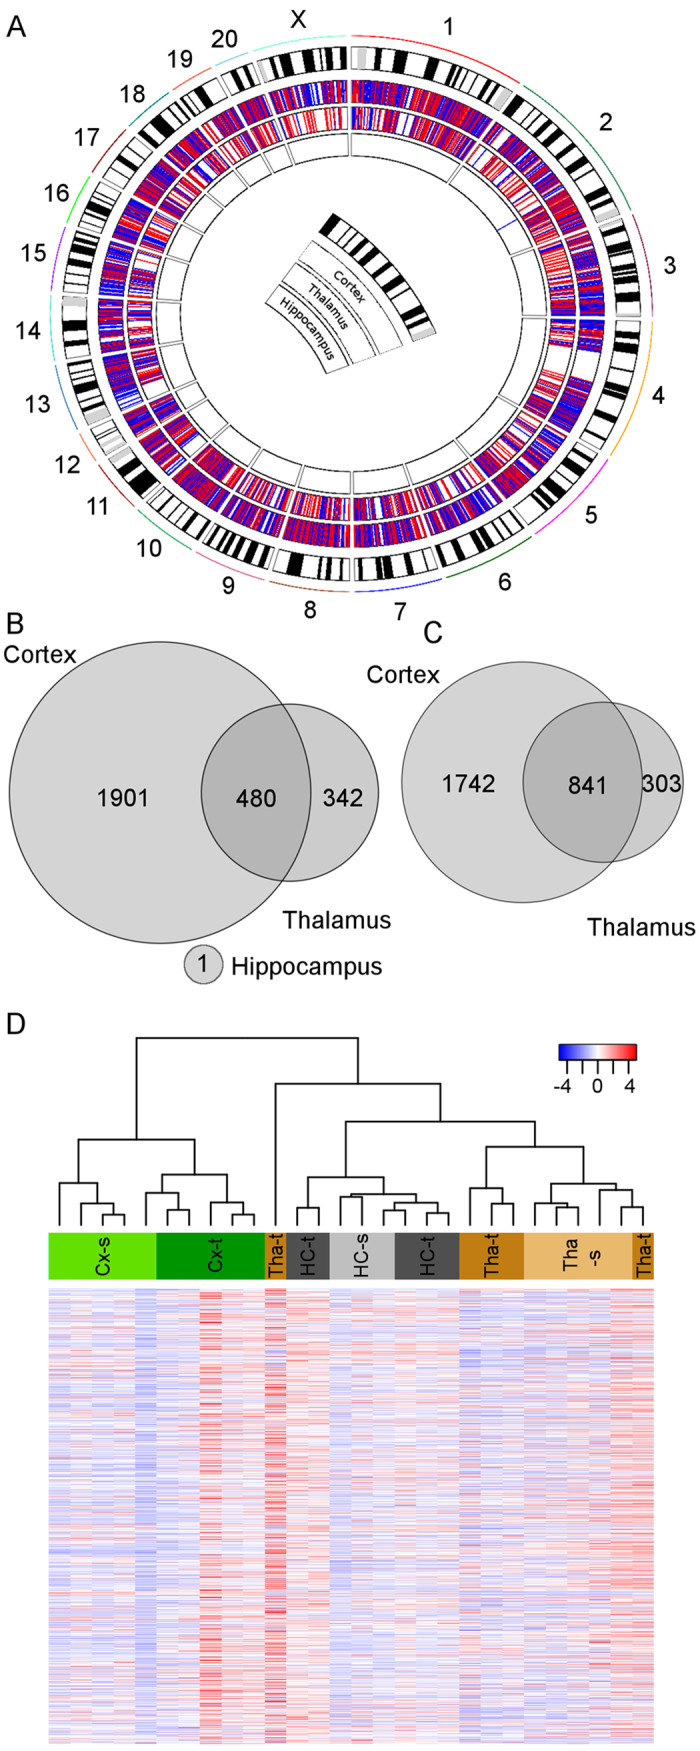
Transcriptomics profile of the perilesional cortex, ipsilateral thalamus, and ipsilateral hippocampus at 3 months after lateral fluid-percussion-induced traumatic brain injury (TBI) in rat. **(A)** A circos plot showing the chromosomal location of differentially expressed genes in the cortex (outermost circle), thalamus (middle), and hippocampus (innermost). We found 4964 differentially expressed genes in the cortex, 1966 in the thalamus, and only 1 in the hippocampus. Red lines indicate upregulated and blue lines downregulated genes. **(B)** Venn-diagram showing the number of common downregulated genes in the perilesional cortex, thalamus, and hippocampus. Altogether, 480 genes were downregulated in both the perilesional cortex and ipsilateral thalamus. **(C)** Venn-diagram showing the number of common upregulated genes. Altogether, 841 genes were upregulated in both the perilesional cortex and ipsilateral thalamus. Note the absence of any upregulated genes in the ipsilateral hippocampus. **(D)** Hierarchically clustered heatmap of differentially expressed genes in the perilesional cortex, thalamus, and hippocampus. Sham-operated and injured animals clustered into their own clusters. Also, the perilesional cortex, thalamus, and hippocampus clustered into their own clusters. Thalamic expression in one rat with TBI, however, clustered into its own branch. *Abbreviations*: Cx-s, cortex sham-operated animal; Cx-t, cortex TBI; HC-s, hippocampus sham-operated animals; HC-t, hippocampus TBI; Tha-s, thalamus sham-operated animal; Tha-t, thalamus TBI.

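The thalamic library that fell outside the branch of the other TBI libraries here was that of TBI rat 6. Its mean distance over the clustered genes was 31.6 to the sham libraries and 44.8 to the other TBI libraries, whereas TBI rats 7 to 10 lay between 34.0 and 38.7 from the other TBI libraries and between 48.7 and 60.6 from the sham libraries. The library nearest to it was that of sham-operated rat 1. Its total of 31150713 counts was the second highest of the 10 thalamic libraries.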

**Figure 2:**
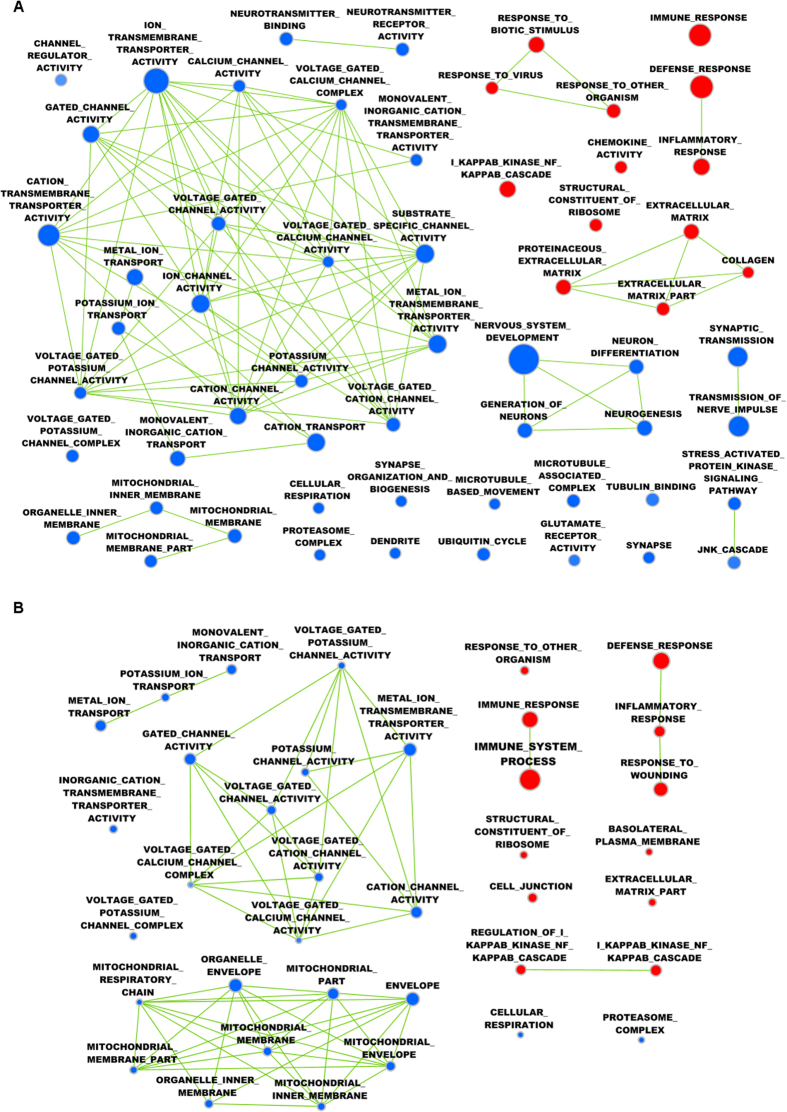
Cytoscape interaction maps of significantly enriched gene ontology terms in the **(A)** perilesional cortex and **(B)** ipsilateral thalamus at 3 months after traumatic brain injury (TBI). Interaction map from the cortex highlighted upregulation of immunity and inflammatory gene sets, and downregulation of an ion channel gene set. The same gene sets were also highlighted in the thalamus, which had enriched downregulated mitochondrion-related gene sets. Color codes: upregulated gene sets are shown in red and downregulated gene sets are shown in blue.

**Figure 3:**
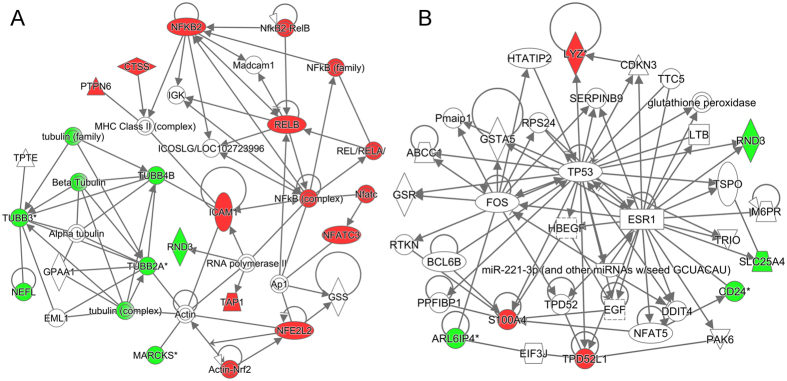
IPA gene networks generated from overlapping genes in the desmethylclomipramine signature and TBI-sig. **(A)** Network 1 highlighted tubulin downregulation, and *NFE2L2 and NFKB2* upregulation by desmethylclomipramine. **(B)** Network 2 highlighted *S100A4* upregulation by desmethylclomipramine. Color codes: red, upregulated genes; green, downregulated genes by desmethylclomipramine.

**Table 1:** Overlapping genes between the transcriptomics signature of the compound (COMPOUND-sig) and traumatic brain injury (TBI-sig).

Compound	Connectivity score	Number of overlapping genes	Number of IPA gene networks	Genes upregulated by the compound	Genes downregulated by the compound
BRD-K91844626	0,3421	21	2	CTSS, EHD2, GLIPR1, MMP24, NUCB2, PSMB8, TSFM, TSPAN6, TXNIP	ATP1B1, CD24, EEF1A2, MARCKS, NEFL, SHC1, SULT4A1, TPI1, TRIB2, TUBB2A, TUBB3, VIM
BRD-A11009626	0,3354	18	2	PSMB8, SLC8B1, OLR1, NFKB2, CTSS, TXNIP, GLIPR1, HLA-E,DUSP14, VAV1	CD24, CSRP2, RND3, YBX3, NEFL, TUBB3, TUBB2A, INA
NO-ASA	0,3267	23	3	SLC8B1, CACNA1G, IRAK4, LGALS9, HMOX1, TCIRG1, BNIP3, LAMP1, KCNK1, MVP, BAG3, CD37, CTSS, PLXDC1, ADAP2	CD24, CSRP2, RND3, YBX3, NEFL, TUBB3, TUBB2A, INA
BRD-K55260239	−0,3115	10	1	APPL2, SLC27A3, MUC1	LITAF,CD44, SOX10, SHC1, RGS3, SP110, ALAS1
SDZ-NKT-343	−0,3089	17	2	C16orf45, SCG5, ATP8A2, STXBP1, CIAPIN1, BAG3, BST2	IGFBP7, CD44, RIN3, EFCAB14, ALAS1 S100A6, SLC27A3, CD9, ZFP36L1, A2M,
STK-661558	−0,3079	21	2	TSPAN6, PITPNA, APPL2, ABHD4, TNFAIP2, NELL1, NECAB3, SEMA3B, COX5A	FLT3, IGFBP7, YBX3, CD44, GABBR2, MOCS1, S100A1, ITGAL, VAMP1, PGAM4, A2M, PGAM4
BRD-K75971499	0,2184	19	1	FLT3, SZRD1, HADH, HMOX1, BNIP3, GADD45B, BAG3, TPD52L1, HSPB1, ALDOA, GLIPR1	MARCKS, DDR1, ABCB9, TRIB2, RND3, CD44, CLSTN1, VIM
Ionomycin	0,2624	20	2	NFE2L2, ETV5, FH, LYZ, FAH, RASSF4, GADD45B, ICAM1, PLCB3, CTSS, FCGR2C, FCGR2B	CD24, MARCKS, FABP7, RPS4X, PABPC1, NEFL, TUBB3, TUBB2A
Desmethylclomipramine	0,2765	20	2	TAP1, NFE2L2, LYZ, S100A4, PTPN6, NFATC3, NFKB2, ICAM1, CTSS, TPD52L1, RELB	CD24, MARCKS, ARL6IP4, RND3, TUBB4B, SLC25A4, NEFL, TUBB3, TUBB2A
Sirolimus	−0,2127	17	2	LAMP2, PSMB8, CAMK2B, YWHAZ, ADCY1, HMOX1, TRAPPC6A, FAS, KCNK1, CTSS	CD24, FH, CTNNA1, MCM3, SPOCK1, GEM, A2M
Celecoxib	0,2094	21	3	TAP1, NFE2L2, LYZ, S100A4, PVRL2, KCNK1, CTSS, TPD52L1, HLA-F, GLIPR1,	CD24, FABP7, C16orf45, RPL7, EIF4EBP1, SPOCK1, NEFL,TUBB3, TUBB2A, STK25, ETNK2

Abbreviations: IPA,Ingenuity Pathaway analysis; NO-ASA, 3-Nitrooxyphenyl acetylsalicylate.

How the deposited data were processed for this re-analysis (not part of the article)

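mRNA was sequenced from the perilesional cortex, thalamus and hippocampus of 5 rats with TBI and 5 sham-operated rats at 3 months after the operation, which gave 30 libraries. Treatment, brain area and rat were taken from the sample labels and the paper's methods. The authors aligned the reads to the RN5 genome with STAR and deposited unnormalized counts of reads per Ensembl gene, in 1 table per brain area, and the paper's text does not name the counting tool or the use of strand. All columns of these tables were matched to samples by name, and 0 columns of per-sample values were left unused. Where the paper and the labels differ, in the impact pressure, the instrument and read length of the thalamic libraries and the name of the hippocampal dissection, the paper's values were used.

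The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each brain area alone, genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and TBI was compared with sham by the robust quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. log2 CPM used a prior count of 3. The depth was between 21992859 and 31799879 counts per library. Genes past the threshold in both cortex and thalamus were intersected by direction, fold changes were correlated across genes by Spearman's method with a jackknife standard error over the 10 rats, and the difference between brain areas was tested as the interaction of area and treatment. Lists of cortical genes were scored in the other areas as a mean log2 CPM, with two-sided exact permutation tests over the 252 arrangements of 5 against 5, and against lists of the same size remade in the cortex for 100 splits of the rats. Libraries were clustered on the genes with an adjusted p under 0.05 in at least 1 brain area, as in the paper.

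Alternatives chosen before the data were examined were DESeq2, DESeq2 with shrunken fold changes, DESeq2's size factors within edgeR (RLE), no filter on low counts, limma's voom with sample quality weights, one fit for all brain areas, each rat left out in turn, every pair of sham-operated rats left out of the hippocampus, the rat as a block in the interactions, and other genes, distances and linkages for the clusters. Alternatives added after the data were seen were the share of counts in the 10 most counted genes as a covariate, DESeq2 with each rat or each pair of sham-operated rats left out, and the hippocampal libraries whose column names give one flow cell.

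The rule for naming genes, written before the data were examined, was every gene named in the paper's text and, in each brain area, the genes with the largest rise and fall past the threshold whose TBI libraries all lay beyond all sham libraries, at a mean of at least 1 CPM. The tables hold Ensembl identifiers without names, and the table of names used here matched none of them. At most 2 identifiers that rose and 2 that fell are therefore given, the genes that the paper names were not analysed here, and the tests of ion channel, mitochondrial and inflammatory gene sets and of the genes of Table 1 were not run. GC content and gene length were not analysed here for the same reason. Of the 17200 genes with at least 300 counts over the 30 libraries, 63 had counts identical to another gene in every library, so genes that share a locus or a copy are uncertain.

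The same rats gave all 3 brain areas, so the rat pairs the libraries. The mean correlation of the deviations of libraries from the same rat was 0.0773 between cortex and thalamus (one-sided exact permutation test, p = 0.104), 0.150 between cortex and hippocampus (exact permutation p = 0.0111) and 0.0260 between thalamus and hippocampus (exact permutation p = 0.299). Within each group, every pair of libraries differed by more than sampling noise, with a chi-square of at least 15.1 per degree of freedom.

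The procedures were tested on simulated counts with 200 changed genes. At 5 libraries against 5, edgeR recovered 84.5% of 2-fold changes in the cortex (17056 genes), 68.0% in the thalamus (16472 genes) and 84.8% in the hippocampus (16857 genes), and the interaction test recovered 58.0%, 67.0% and 58.0% of 2-fold differences between cortex and thalamus, cortex and hippocampus, and thalamus and hippocampus. With no changed gene, edgeR called 1, 0 and 0 genes. Of the genes that edgeR called in the simulations with changed genes, 5.80%, 10.5% and 6.06% had not been changed. DESeq2 recovered 85.0%, 84.0% and 84.0% of 2-fold changes in the cortex, thalamus and hippocampus (17185, 16605 and 16963 genes), and 11.9%, 18.8% and 10.2% of the genes it called had not been changed.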

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

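The tests of other splits of the rats in this part were chosen before their results were seen, and the profile of the genes behind each interaction was looked at afterwards.

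The response to TBI differed between the perilesional cortex and hippocampus at 537 genes with an adjusted p under 0.05 (edgeR, interaction of area and treatment), a comparison the paper does not report. Among 100 splits of the 10 rats into 5 and 5, 1 split, the real one, gave as many genes, and the largest count of the others was 1. Of the 532 genes tested in both areas alone, 525 changed more in the cortex. The instrument does not separate these areas, since both were sequenced the same way according to the paper and the labels. Leaving out single rats moved the count between 117 (without sham-operated rat 2) and 763 (without sham-operated rat 1), and also to 128 without rat 3, 140 without rat 8, 182 without rat 4, 263 without rat 9 and 355 without rat 6. The hippocampal libraries labelled rat 3 and rat 8 may have been exchanged, on the evidence of 8 genes given under the other observations, and an exchange would change the hippocampal response; no fit with exchanged labels was made for the interaction. A biological explanation, a larger response in the area next to the lesion, stays open beside it.

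Between the cortex and thalamus, 78 genes passed the same threshold, of which 56 changed in opposite directions in the 2 areas and 57 changed more in the cortex. Of the 100 splits, 1, the real one, reached this count, and the largest other count was 1. With each rat left out in turn, the count lay between 35 (without sham-operated rat 4) and 110 (without TBI rat 6). It was also 43 without rat 3, 44 without rat 5, 40 without rat 7 and 47 without rat 9. The thalamus was sequenced on another instrument with longer reads according to the paper, and on the same instrument according to the sample labels. Both treatments of an area were sequenced alike, and whether the instrument changed the size of the response was not tested, because no library was sequenced both ways. A difference between the areas in their response to TBI stays open as an explanation.

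One sham-operated rat stood apart in a gene named by the rule. ENSRNOG00000045772 had 5.59 CPM in the cortex of sham-operated rat 3, and the other 4 sham libraries had at most 2.38 CPM. Of 28 groups of libraries examined for such a gap, 1 had one, and 1.40 are expected by chance. All TBI libraries lay above this rat. The log2 fold change without single rats stayed between 4.62 and 5.28. No explanation was tested for this single value.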

How the results depend on the processing

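The share covariate, the DESeq2 fits without single rats or pairs of rats, and the fit of one flow cell were chosen after the data were seen.

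RLE factors in edgeR moved none of the 14 results it was run on by more than 1.5 times or its error. The cortical counts stayed within 1.5 times of 2437 up and 1999 down in every alternative run. They lay between 2070 and 2540 up and between 1420 and 1897 down across the 10 fits that each left out one rat. The divisions of the cortex, the thalamus and all libraries were the same under every clustering alternative. In the hippocampus, the 1000 most variable genes changed the division to rats 4 and 5 against the others, where the smallest p possible is 0.444.

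With DESeq2, the thalamic counts rose from 626 up and 308 down to 1128 and 803, the hippocampal counts from 0 and 0 to 8 and 8, the shared genes from 505 up and 195 down to 829 and 465, and the interactions from 78, 537 and 0 to 208, 1040 and 136, in the order cortex and thalamus, cortex and hippocampus, thalamus and hippocampus. The correlation of fold changes fell from 0.616 to 0.405 for cortex and thalamus and from 0.443 to 0.223 for cortex and hippocampus. DESeq2 was run without edgeR's filter on low counts. In edgeR, leaving out that filter alone lowered these correlations about as far, to 0.401 and 0.206. DESeq2 was not run on the filtered genes. All 934 thalamic genes of edgeR were among those of DESeq2. With shrunken fold changes, DESeq2 gave 1130 up and 805 down in the thalamus, 828 and 465 shared, and a correlation of 0.553. In voom with quality weights, the thalamus had 1342 up and 1350 down, with 956 and 793 shared. In one fit for all brain areas, the thalamus had 1661 up and 1796 down, with 893 and 776 shared and a correlation of 0.556. With no filter, the correlations were 0.401, 0.206 and 0.192, and the interaction of cortex and thalamus 49. The share of upregulated genes among the thalamic calls was 67.0% in edgeR. In simulated thalamic counts, DESeq2 recovered 37.0% of 1.5-fold changes with 18.8% false calls, and edgeR 17.0% with 10.5% false calls, so DESeq2 called more genes there, both changed and unchanged. How much of the shift in the real counts this accounts for was not tested. Apart from the effect of the filter on the correlations, the cause of the other shifts was not tested either.

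With the rat as a block, which pairs the libraries of the same rat, the interaction count was 49 for cortex and thalamus and 1048 for cortex and hippocampus; it stayed at 0 for thalamus and hippocampus. The block was run on the interactions only. With the share of counts in the 10 most counted genes as a covariate, the thalamus had 0 genes up and 0 down (1672 and 1376 at an unadjusted p under 0.05).

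Across the 10 fits that each left out one rat, the thalamic counts ran from 0 to 1333 up and from 0 to 1088 down, the shared genes from 0 to 870 up and from 0 to 528 down, and the interactions from 35 to 110, from 117 to 763 and from 0 to 849. The thalamic count was 0 without rat 3, 5, 7 or 8, with a smallest adjusted p between 0.0530 and 0.0607 and between 2971 and 3281 genes at an unadjusted p under 0.05, and 67 without rat 10. It was 468 without rat 4, 550 without rat 9 and 2421 without rat 6. With all rats, the smallest thalamic adjusted p was 0.0157. Fewer samples alone do not explain the rise without rat 6. DESeq2 gave between 992 and 3248 thalamic genes in these fits. Including the fits without pairs of sham-operated rats, the hippocampal counts ran from 0 to 3 up and from 0 to 1 down, and the correlations from 0.303 to 0.492 for cortex and hippocampus and from 0.179 to 0.392 for thalamus and hippocampus; between cortex and thalamus they ran from 0.562 to 0.631.

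In the hippocampus, DESeq2 gave between 0 and 425 genes without single rats, with 425 without rat 3, 165 without rat 8 and 107 without rat 1. Without pairs of sham-operated rats it gave between 0 and 443, and all 4 pairs with at least 100 genes leave out rat 3. The fit of one flow cell (3 sham, 4 TBI) gave 0 genes, with 860 at an unadjusted p under 0.05 and 858 expected by chance.

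Tests of 7 gene sets, of the genes of Table 1 and of the genes named in the paper were not run, because the identifiers were not paired with names. At this depth and number of rats, edgeR recovered 48.5%, 17.0% and 71.7% of simulated 1.5-fold changes in the cortex, thalamus and hippocampus, which limits what a low thalamic count can show.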

Differences from the paper's values

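DESeq2 with pairs of sham-operated rats left out was chosen after the values were seen; every other alternative named in this part was chosen before the data were examined.

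In the thalamus, the paper reports 1144 upregulated and 822 downregulated genes, against 626 and 308 here with edgeR. DESeq2 (1128 and 803), DESeq2 with shrunken fold changes (1130 and 805) and edgeR without TBI rat 6 (1333 and 1088) came within 1.5 times of both of the paper's counts. voom with quality weights (1342) and one fit for all brain areas (1661) did so for the upregulated genes only, with 1350 and 1796 downregulated. RLE factors (627 and 314), no filter (577 and 261) and the fits without any other single rat (at most 593 and 454) did not.

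In the hippocampus, the paper reports 1 downregulated gene, against 0 here (547 lower at an unadjusted p under 0.05). Leaving out sham-operated rats 1 and 2 gave 1 downregulated gene in edgeR. DESeq2 over all rats gave 8, and the other alternatives chosen before the data were examined gave 0. DESeq2 without rats 1 and 5, 2 and 5, or 4 and 5, chosen after the values were seen, gave 1 downregulated gene each. Without rats 2 and 5, or 4 and 5, there was no upregulated gene beside it, and the gene was not the same in these fits. Whether any of these genes is the one the paper names was not analysed here.

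For the genes shared by cortex and thalamus, the Results text of the paper gives 480 upregulated and 841 downregulated genes, while its Figure 1 legend gives 841 upregulated and 480 downregulated. The counts here were 505 upregulated and 195 downregulated. The paper counts 822 downregulated genes in the thalamus, so the 841 shared downregulated genes of its Results text cannot hold beside that count. Nearness to that 841 is therefore no match with the paper. Only voom with quality weights (793) and one fit for all brain areas (776) came within 1.5 times of it. The other alternatives did not (at most 528, without TBI rat 6). Against the legend's 841 upregulated genes, DESeq2 (829), DESeq2 with shrunken fold changes (828), voom (956), one fit (893) and edgeR without TBI rat 6 (870) came within 1.5 times. Against its 480 downregulated genes, DESeq2 (465), DESeq2 with shrunken fold changes (465) and edgeR without TBI rat 6 (528) did. RLE factors (506 and 198), no filter (469 and 160) and the fits without any other single rat closed neither gap to the legend.

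For the TBI-sig, the paper gives 874 upregulated and 464 downregulated genes, against the same 505 and 195 here. DESeq2 and DESeq2 with shrunken fold changes, with the counts just given, and edgeR without TBI rat 6 came within 1.5 times of both. voom and one fit did so for the upregulated genes only.

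The paper reports a Spearman correlation of fold changes of 0.4556922 between cortex and thalamus and 0.254917 between cortex and hippocampus, against 0.616 and 0.443 here. DESeq2 (0.405 and 0.223) and no filter (0.401 and 0.206) came within the jackknife error of the paper's values for both. Both were run without the filter on low counts. For cortex and hippocampus, leaving out sham-operated rats 1 and 2 (0.316), 1 and 4 (0.308) or 1 and 5 (0.303) did so too. DESeq2 with shrunken fold changes, RLE factors, voom, one fit and the fits without single rats closed neither gap.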

Other observations

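The tests of the thalamic library of TBI rat 6, of the hippocampal libraries of rats 3 and 8, of the flow cells and of the hippocampal libraries with concentrated counts, the shuffled covariates, and the lists remade for other splits, were chosen only after the result was seen.

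The real split of the rats was compared with other splits of the 10 rats into 5 and 5, of which 100 were drawn, the real one included. For the number of cortical genes past the threshold (4436), 1 split of 100, the real one, gave as many, and the largest other count was 130. For the thalamus (934), it was again 1 of 100, with 434 as the largest other count, from a split that exchanged 1 rat of each group. For the genes shared in the same direction (700), it was 1 of 100, and no other split had any shared gene. For the correlation of fold changes, 1 split of 100 was as large for the cortex and thalamus, 5 for the cortex and hippocampus and 5 for the thalamus and hippocampus. The share of the last pair of correlations lay at the limit of 0.05 and not under it. Not every possible split was drawn, so all splits together could place it on either side. Some of the splits as large exchanged only 1 rat of each group and so keep most of the treatment, which leaves this undecided. For the 1432 hippocampal genes at an unadjusted p under 0.05, 12 of 100 splits gave as many. For the interaction of thalamus and hippocampus, with 2356 genes at an unadjusted p under 0.05, 4 of 100 splits gave as many.

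In the hippocampus, a split that exchanged sham-operated rat 3 with TBI rat 8 gave 351 genes with an adjusted p under 0.05 (2162 at an unadjusted p under 0.05), against 0 (1432) for the labels. It was noticed among the drawn splits, of which 3 other than the real one had any such gene. A hypothesis is that the hippocampal libraries of these 2 rats may have been exchanged. To test it, genes with 2 separate levels in every brain area were chosen without the treatment (a gap of at least 0.8 on the log2 scale), which left 9 genes, and gaps of 0.8, 1.0 and 1.5 were looked at before 0.8 was used. Of these, 8 part rats 3 and 8 in both cortex and thalamus, and all 8 part them the other way round in the hippocampus, whereas no other pair of rats had an exchanged gene. Of the 45 pairs, only 38, rats 3 and 8 among them, were parted by any gene in both areas, many of them by only 1 gene, and the others could not show an exchange. However, 7 of the 9 genes follow the injury in the cortex, so that 1 gene is evidence apart from the injury. This gene, ENSRNOG00000006773, chosen after its values were seen, had 3.17 CPM in rat 1, 3.63 in rat 8 and 0.103 in rat 3 in the cortex, 1.66 in rat 1 and 0.0426 in rat 3 in the thalamus, where rat 8 was at the higher level, and 6.51 in rat 1, 0.574 in rat 8 and 5.66 in rat 3 in the hippocampus. A broader comparison of libraries, over genes whose levels go together in the other brain areas, was noisy after its limits had been loosened once: 7 of 10 cortical, 4 of 10 thalamic and 6 of 10 hippocampal libraries were most like their own rat, and the hippocampal libraries of rats 3 and 8 were most like rats 4 and 3. In the same comparison, these 2 hippocampal libraries had the only negative correlations with their own rat among the 30 libraries (-0.154 and -0.0314). The hippocampal part rested on 5 genes, where shuffled rats gave a median of 1 and at most 10. These correlations are therefore weak evidence for an exchange. The cortical library of rat 3 was most like rat 8 (0.429, against 0.389 with its own rat), and that of rat 8 most like rat 3 (0.889 against 0.792). The thalamic library of rat 8 was also most like rat 3 (0.691 against 0.615), and that of rat 3 most like rat 7 (0.934 against 0.880). The hippocampal libraries enter the comparisons of the other areas, so these values are not independent of them. A check over all genes, not kept, did not single out these rats. The correlation of the deviations of libraries from the same rat was positive in all 10 rats between cortex and hippocampus (lowest 0.0209). It gave no sign of an exchange there. Between thalamus and hippocampus the lowest was -0.223, and the rat it belongs to was not recorded. A difference between flow cells is argued against, since the column names give both libraries the same one (1 flow cell). A biological explanation, a hippocampus that responded weakly in TBI rat 8 and changes of another origin in sham-operated rat 3, stays open for the 7 genes that follow the injury. In the hippocampal tree of 4657 genes, these 2 libraries were the only ones not on the side of their treatment. Those genes were chosen partly by their response to the injury, so the tree does not separate the 2 explanations. All hippocampal values keep the labels, and no test was made on relabelled libraries apart from the drawn splits.

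The thalamic library of TBI rat 6 lay near the sham libraries. Its score on the genes upregulated in the cortex was 0.17, the highest score of a library labelled sham was 0.1756 and the lowest of TBI rats 7 to 10 was 0.41. Low depth is not a likely explanation, with 31150713 counts in this library, the second highest of the 10. An exchange with a thalamic library labelled sham would leave a sham library with a high score, and the highest, 0.1756, was under that of every other TBI rat. A weak injury of this rat in every area is argued against by its cortical library, whose score of 0.917 was the highest of the 5 TBI rats, with the genes called without it. A library of another rat or a dissection that missed the affected thalamus cannot be told apart from a thalamus that responded little. The comparison of libraries used 6 genes and placed only 4 of 10 thalamic libraries with their own rat, so it does not decide this. In it, the thalamic library of rat 6 had the lowest correlation with its own rat (0.35) and was most like rat 7 (0.965). The thalamic libraries of rats 3, 4 and 7 were also most like rat 7. The paper's Figure 1 legend also describes 1 thalamic TBI library on a branch of its own.

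The 10 most counted genes took 44.1% and 40.9% of the counts in the hippocampus of sham-operated rats 4 and 5, and between 9.96% and 16.4% in the other 8 hippocampal libraries. The log2 share differed between treatments by -0.89 in the hippocampus (exact permutation p = 0.0159), by -0.37 in the cortex (exact permutation p = 0.0794) and by 0.24 in the thalamus (exact permutation p = 0.119). In the cortex, 2951 of the 4436 genes stayed past the threshold with the share as a covariate, and all kept their direction, which argues against the share as the whole source of the cortical response. In the thalamus, no gene stayed past the threshold (3048 at an unadjusted p under 0.05), but 12 of 20 shuffled covariates also left as few genes, so this fit does not separate the share from a loss of power. By the limit first set for this test, the loss alone would have spoken for the share; the shuffles were added after it was seen. In the hippocampus, the share as a covariate gave 0 genes (625 at an unadjusted p under 0.05), and leaving out sham-operated rats 4 and 5 gave 0 (947). Without other pairs of sham-operated rats, between 711 and 2394 genes had an unadjusted p under 0.05. With both libraries kept and sham-operated rat 3 left out, DESeq2 gave 425 genes and edgeR 0. Since shuffled covariates also left no gene in the thalamus, and fewer libraries lower the power, whether these 2 libraries hold the hippocampal count down stays open.

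The genes upregulated in the cortex were shifted up in the hippocampus by 0.23 on the log2 scale and the downregulated ones by -0.07, with exact permutation p of 0.0317 and 0.0476 (adjusted 0.0423 and 0.0476 over 4 tests), and 3 of 5 TBI libraries lay beyond all sham libraries on each list. With lists remade in the cortex for 100 splits of the rats, 3 splits, the real one included, shifted the upregulated list as far and 32 the downregulated list. Other splits reached 0.253 and -0.13, both with sham-operated rat 3 and TBI rat 8 exchanged. In the thalamus, 1 split of 100 shifted the upregulated list as far and 2 the downregulated list, with 0.341 and -0.303 as the largest shifts of the other splits. The direction over the other splits was mostly that of the list, with 86 of 99 for each list in the hippocampus. The downregulated shift in the hippocampus is therefore not set apart from other splits. Without the 2 sham libraries with concentrated counts, the differences were 0.196 (exact permutation p = 0.143) and -0.0756 (exact permutation p = 0.0893), so neither passed 0.05. Neither list passed it without any other pair that kept sham-operated rat 3. An exact permutation p of 0.0357 was reached only with rat 3 left out, for the downregulated list only without rats 3 and 5. Whether the share acts on these shifts cannot be told apart from the treatment, because the share itself differs between the treatments.

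The cortical table is ordered otherwise than the other tables, which follow the identifiers. In the authors' deposited table, the first 2583 genes rise in DESeq2's fold changes, the same number as the paper's upregulated genes, and the genes after them fall. The end of this second block was set from the paper's count of 2381 downregulated genes, so its length is no separate match. DESeq2's adjusted p was at most 0.00012 in the last 5 rows of the block. In the next 20 rows it was at least 0.0518 where one was given. edgeR called 2400 of the first block higher and 1993 of the second lower, and 43 of its 4436 genes lay outside both. DESeq2 called 4933 genes, of which 4902 lay inside the blocks in the same direction. The order was noticed in the data, and no sample was assigned from it.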
